# Expression of Wnt and Notch signaling pathways in inflammatory bowel disease treated with mesenchymal stem cell transplantation: evaluation in a rat model

**DOI:** 10.1186/s13287-015-0092-3

**Published:** 2015-05-22

**Authors:** Yanfen Xing, Xiaojie Chen, Yanwen Cao, Jianyun Huang, Xuhong Xie, Yaming Wei

## Abstract

**Introduction:**

The purpose of this study was to investigate the expression of Wnt and Notch signaling pathway-related genes in inflammatory bowel disease (IBD) treated with mesenchymal stem cell transplantation (MSCT).

**Methods:**

TNBS (2,4,6-trinitrobenzene sulfonic acid) was used to establish IBD in a rat model. Mesenchymal stem cells (MSCs) were transplanted via tail vein transfusion. Saline water was used in a control group. The expression of Wnt and Notch main signaling molecules was screened by gene chips and verified by quantitative reverse transcription-polymerase chain reaction in the IBD rat model on day 14 and day 28 after transplantation.

**Results:**

The IBD rat models were successfully established and MSCs were transplanted into those models. Genome-wide expression profile chips identified a total of 388 differentially expressive genes, of which 191 were upregulated and 197 were downregulated in the MSC-transplanted group in comparison with the IBD control group. Real-time quantitative polymerase chain reaction results showed that the level of *Olfm4* mRNA expression in the IBD group (2.54±0.20) was significantly increased compared with the MSCT group (1.39±0.54) and the normal group (1.62±0.25) (*P* <0.05). The *Wnt3a* mRNA was more highly expressed in IBD rats (2.92±0.94) and decreased in MSCT rats (0.17±0.63, *P* <0.05). The expression of *GSK-3β* mRNA was decreased in the setting of inflammation (0.65±0.04 versus 1.00±0.01 in normal group, *P* <0.05) but returned to normal levels after MSCT (0.81±0.17). The expression of *β-catenin* was observed to increase in IBD tissues (1.76±0.44) compared with normal tissues (1.00±0.01, *P* <0.05), but no difference was found in the MSCT group (1.12±0.36). *Wnt11* declined at 14 days and returned to normal levels at 28 days in the IBD group; in comparison, a significantly lower expression was found in MSCT rats. There were no differences in the expression of *Fzd3*, *c-myc*, *TCF4*, and *Wnt5a* in inflammation, but all of those genes declined after MSCT treatment.

**Conclusions:**

The canonical Wnt and Notch signaling pathways are activated in IBD and may be suppressed by stem cell transplantation to differentiate into intestinal epithelium after MSCT. Moreover, the non-canonical Wnt signaling may be inhibited by canonical Wnt signaling in the setting of inflammation and may also be suppressed by MSCT.

## Introduction

Inflammatory bowel disease (IBD) includes ulcerative colitis (UC) and Crohn’s disease (CD). These conditions produce recurrent chronic inflammatory illnesses of the intestinal tract. Studies show that IBD comprises heterogeneous disorders of various etiologies, in which hereditary predisposition, environmental factors, and abnormal immune response work together to induce this disease [1, 2]. Currently, the conventional medications are salicylic acid, corticosteroids, immunosuppressive agents, and antibiotics [3]. Although these therapies may offer temporary remission, curative effect is not very obvious, and adverse reactions [4] such as psoriasis [5], drug-induced cytotoxicity [6], and hypersensitivity [7] may arise in response to treatment.

Mesenchymal stem cells (MSCs) have proliferation, differentiation, and engraftment capacity in appropriate target tissues [8]. Several studies have reported the MSCT in the treatment of UC and CD could restore epithelial barrier integrity[8], induce immune suppression [9, 10], and stimulate regeneration of endogenous host progenitor cells [11]. In a previous study, we confirmed by *in situ* hybridazation and immunohistochemistry that allogenic transplanted hematopoietic stem cells or MSCs could populate the injured regions of the colon [12]. MSCs not only stimulated progenitor cells to improve epithelial renewal but also engrafted in the damage tissues and even differentiated into colonic interstitial cells [13]. However, the mechanisms are not clear. In particular, we do not know which genes and pathways are involved in reparation of the mucosa and transformation into intestinal epithelial cells.

The Wnt signaling pathway and Notch signaling pathway are major pathways in stem cell proliferation and differentiation capacity. Wnt signaling is classified as two types: canonical pathway and non-canonical pathway [14]. Wingless-type mouse mammary tumor virus (MMTV) integration site family, member 3A (*Wnt3a*) activates the canonical Wnt signaling pathway, which is a prominent member of the Wnt family. The other members of the Wnt ligand family—such as Wingless-type MMTV integration site family, member 5A (*Wnt5a*) and Wingless-type MMTV integration site family, member 11 (*Wnt11*)—activate the non-canonical Wnt signaling pathway [15]. The Notch signaling pathway can be activated by inhibiting atonal homolog 1 (*Atoh1*) gene expression, which determines cell fate [16]. The Wnt signaling pathway can promote progenitor cell proliferation, maintain a cycling cell type, and prevent differentiation. Meanwhile, the Notch pathway has the capacity to maintain the progenitor cells in an undifferentiated, proliferating state [17]. Wnt and Notch pathways are very important in the regulation of cell fate. These pathways have been widely investigated in normal tissues but not in inflammatory colonic tissues or in the setting of colonic tissue regeneration secondary to MSCT.

In this study, we explored the differential expression of genes associated with the Wnt and Notch signaling pathways in MSCT of an IBD rat model. Using a cDNA chip, we verified these related genes by quantitative reverse transcription-polymerase chain reaction (RT-PCR). We will discuss the mechanism of differentiation of implanted MSCs in the repair of damaged intestinal epithelium.

## Methods

### Animals

Eighteen Sprague Dawley male rats weighing 180 to 200 g were maintained in accordance with the guidelines of the Committee for Animal Research of Guangzhou Medical University. This study was conducted in accordance with the Regulations for the Administration of Affairs Concerning Experimental Animals. All animal experiments were approved by the Guangdong Medical Laboratory Animal Center. Eighteen male rats were randomly divided into three groups, and each group included six rats. There are three groups: normal control group, IBD group, and MSC transplantation group (MSCT group).

### Cells

MSCs, which were labeled with green fluorescent protein (GFP), were obtained from Cyagen Biosciences Inc. (Santa Clara, CA, USA). MSCs were re-suspended at 37 °C, 5 % CO_2_ in low-glucose Dulbecco’s modified Eagle’s medium (Gibco, New York, NY, USA) containing 10 % fetal bovine serum (Gibco) and 100 μg/ml penicillin and streptomycin (Solarbio, Beijing, China). The medium was changed every 1 to 3 days. After two or three passages, MSCs were used for transplantation to treat IBD. The immunophenotyping of MSCs was analyzed by flow cytometry for CD44^+^ and CD54^+^ antigen markers. When MSCs covered 80 % to 90 % of the area of the culture bottle, they were passaged. Transplantation was performed with passage 3 to passage 5 cells.

### Experimental inflammatory bowel disease models

IBD experimental colitis rats model were induced by delivering 1.0 ml of 20 mg 2,4,6-trinitrobenzene sulfonic acid (TNBS) (Sigma-Aldrich, St. Louis, MO, USA) in 50 % ethanol solution. A rubber infusion tube was positioned 8 cm from the anus to instill TNBS into the lumen of the colon. To ensure allocation of TNBS within the entire colon, rats were maintained vertically for 1 minute. The normal group received 0.1 ml of normal saline.

### Green fluorescent protein-labeled mesenchymal stem cell transplantation models

MSCs were transfected by virus to stable GFP fluorescence expression. Before MSCT models were established, the concentration of MSCs was adjusted to 2×10^6^/ml. After 24-hour IBD model yielding, the rat tail was wiped with a warm towel and alcohol for vein dilation. Then 1.0 ml of previous MSCs was transplanted via the tail vein. Removal of colon tissue lesions from normal rats, IBD rats, and MSCT rats was done at 14 and 28 days after MSCT. Samples, which covered lesion region, were removed from colon tissue 8 cm far from anus.

### Histopathology

Four to six rats were killed on days 14 and 28 in the IBD and MSCT groups. First, the colon tissues were observed with the naked eye and with a microscope. Second, the lesion tissues were fixed in 4 % buffered formaldehyde and embedded in paraffin wax; histological samples were cut from paraffin-embedded blocks and stained with hematoxylin and eosin for light microscope and fluorescent microscope examination.

### Genome-wide expression profile chip analysis

Total RNA was extracted from IBD colorectal tissues and colorectal tissues at 28 days after MSCT and transcribed into cDNA. The cDNA was scanned by the Axon GenePix 400B microarray analysis scanner (Axon Instruments, part of Molecular Devices, Sunnyvale, CA, USA). Data were analyzed by NimbleScan version 2.6 software (NimbleGen, part of Roche, Basel, Switzerland) (screening parameters are *P* <0.05 and fold change (FC) >2). Mircoarray data are available at Gene Expression Omnibus under accession number GSE68653.

### RNA isolation and real-time polymerase chain reaction

Total RNA was extracted from MSCs, normal colorectal tissues, IBD colorectal tissues, and colorectal tissues at 28 days after MSCT by using RNAiso Plus reagent in accordance with the instructions of the manufacturer (Takara, Otsu, Japan). The PrimeScript RT Master Mix (Perfect Real Time) (Clontech, part of Takara) and 500 ng of total RNA and poly-dT primers were used for synthesis of cDNA. All gene-specific primers listed in Table 1 were deposited in the Takara Corporation. Quantitative RT-PCR was carried out by using SYBR Premix Ex Taq™ (Takara) and performed by using two-step amplification. PCR amplification conditions were as follows: 95 °C for 30 seconds (one cycle), 95 °C for 3 seconds, and 60 °C for 30 seconds (40 cycles). The crossing threshold values were obtained during the exponential amplification phase by using the ABI 7500 Fast Real-Time PCR system (Applied Biosystems, a brand of Thermo Fisher Scientific, Waltham, MA, USA).

**Table 1:** Primers used in quantitative reverse transcription-polymerase chain reaction

Gene	Forward primer (5′-3′)	Reverse primer (5′-3′)
*Wnt3a*	CATCGCCAGTCACATGCACCT	CGTCTATGCCATGCGAGCTCA
*Wnt5a*	GCCACTTGTATCAGGACCACA	GGCATTTACCACTCCAGCAG
*Wnt11*	TACCTGCTTGACCTGGAGAG	TAGGAGCATCGGAAAACTTG
*Fzd3*	GTGTGTTTTGTCGGCCTCTACG	GAATGTGATACTCTCTGCAGCGTTC
*β-catenin*	CTGACCAAACTGCTAAATGACG	GATGGTGGGAAAGGTTGTGTAG
*GSK-3β*	TCGCCACTCGAGTAGAAGAAA	ACTTTGTGACTCAGGAGAACT
*C-myc*	TCTTGGAACGTCAGAGGAGAA	GCTTGAACGGACAGGATGTAG
*Tcf4*	GCCTCTCATCACGTACAGCA	GGATGGGGGATTTGTCCTAC
*APC*	TGGAATGGTGAGTGGGATTG	GGGTCTTGCTTCTGCTTGGT
*Cyclin D*	AGGCGGATGAGAACAAGCA	GAGGGTGGGTTGGAAATGAA
*Atoh1*	CCAGGGTGAGCTGGTAAGG	CGTTGTTGAAGGACGGGAT
*Olfm4*	GCCAGCACTGGTAACATA	GCGAGTAGCGAAAGAAC
*β-actin*	GTAAAGACCTCTATGCCAACA	GGACTCATCGTACTCCTGCT

### Statistical analysis

Experiments were reproduced three times. In Table 1, quantifiable determinations are expressed as mean ± standard error of the mean of the indicated number of experiments. Significance of differences was evaluated by one-way analysis of variance, followed by the least significant difference (LSD) test and Dunnett T3 test when evaluating more than two conditions. Significant changes are indicated as follows: *P <0.05, **P <0.01.

## Results

### Macroscopic evaluation of TNBS-induced colitis in rat

Anatomic examination revealed pronounced colonic damage, including bowel wall edema, luminal dilation, mucosal erosions and ulcers, and even perforation (Fig. 1). We also checked normal tissue from the same anima and no obviously inflammation was found in that region (data not shown).

**Fig. 1:**
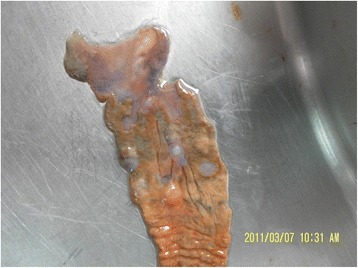
Photograph of 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis at 14 days in a rat model

### Histopathologic analysis of colonic epithelium in inflammatory bowel disease rat model

Histochemical analysis of the colonic tissues revealed mucosal lesions, edema, ulcers, and intense inflammatory cell infiltrate in TNBS-induced colonic epithelium (Fig. 2). The histological score was similar to our previously study and is not shown here [12]. In the lamina propria, crypt and mucosa caused serious inflammation, including diffusion of granulocytes, leukocytes, and histiocytes; gland damage; and goblet cell reduction or even disappearance. More detailed results were described in our previous study [12].

**Fig. 2:**
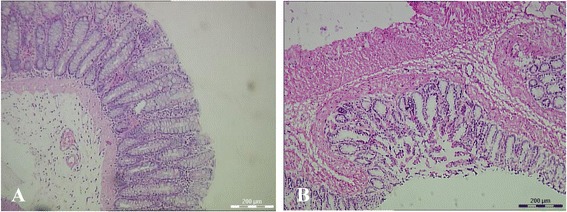
Characterization of 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colonic epithelium damage and normal tissues at 14 days. **a** Normal tissues under the microscope (hematoxylin and eosin (H&E), ×100). **b** Induced inflammatory bowel disease in rats (H&E, ×100)

### Mesenchymal stem cells engraft in lesion tissues and repair intestinal epithelium in an inflammatory bowel disease rat model

The result of flow cytometry showed that MSCs expressed CD44^+^ and CD54^+^ antigen markers. The positive cells of CD44^+^ were 89.6±6.0 %, and those of CD54^+^ were 95.5±3.9 % [12]. Well-grown MSCs with stable expression of GFP were cultured (Fig. 3) and then transplanted into established IBD rats. The pathological manifestations of IBD in the MSCT group were better than those in the IBD group; most ulcers were healed, but edema and inflammatory cell infiltration still existed (Fig. 4a). Under fluorescent microscope, MSCs labeled by GFP were populated in the damaged areas from the basement to the top of the fossae. GFP-positive cell density accounted for more than 50 % of the epithelial cells of the colorectal mucosa (Fig. 4b). In our previous study, the *Sry* gene and Y chromosome were detected by PCR and fluorescence *in situ* hybridization (FISH) to determine the location of male donor cells in the female colon after transplantation [12].

**Fig. 3:**
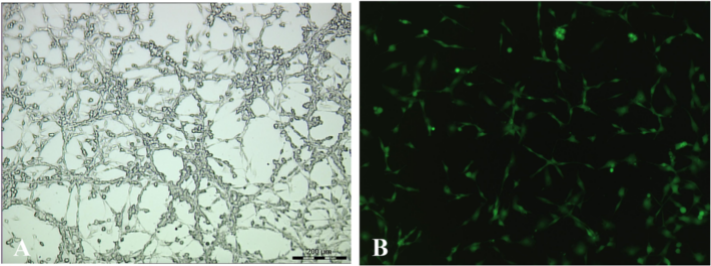
The morphology of mesenchymal stem cells (MSCs) observed under microscope. **a** Well-grown MSCs under microscope (×100). **b** Stable expression of green fluorescent protein was observed in MSCs under fluorescent microscope (×100)

**Fig. 4:**
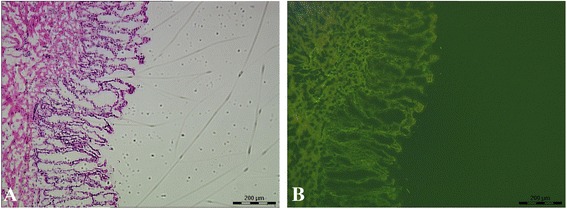
Observation of colon tissue at 28 days after mesenchymal stem cell transplantation (MSCT) under microscope and fluorescent microscope. **a** Colon tissue lesion significantly improved after MSCT (hematoxylin and eosin, ×100). **b** The fluorescence signal could be observed in each layer of intestinal tissue (×100)

### Genome-wide expression profile chips

At 14-day treatment with MSCT, main lesion colon tissues were collected for chip analysis. 

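Colon RNA of 2 rats of the control group and 2 rats of the MSCT group was copied into cDNA, labeled with the dye Cy3 and hybridized to one-color NimbleGen arrays, which hold probes for RefSeq transcripts, with 1 array per rat. The paper compares the MSCT group with IBD control rats, whereas the sample descriptions call the same control animals normal rats and the text of the deposited series uses both names, so they are named the control group here. The chips are placed at day 14 in the paper's Results and in Tables 2 and 3 and at day 28 in its Methods, and the labels give no day. The authors deposited 1 linear intensity per transcript and array, extracted with NimbleScan. The paper's text and the labels do not describe the background correction, the scaling between arrays or how the probes of a transcript were combined. Of the 26420 rows of the deposited table, 18350 hold a value on all 4 arrays, and 8070 (30.5%) are blank on all 4 by a rule that is not described. The median intensity was 883 and 893 on the control arrays (replicates 1 and 2) and 848 and 882 on the MSCT arrays. On the log2 scale, the array medians differed by at most 0.07 and the lower quartiles by at most 0.17. The intensities were used as log2 values without further scaling and without a filter on dim rows, and the groups were compared row by row with limma, a linear model that shares the estimate of the variance between rows. An exact permutation of 2 arrays against 2 cannot give a two-sided p under 0.333, so each p-value of limma rests on this shared variance, and the number of arrays limits the precision of each value. Transcripts were named through the RefSeq gene table of the rat assembly GRCr8. This named 7062 of the measured rows (38.5%), with 96.1% of the curated (NM) transcripts but 0.5% of the predicted (XM) transcripts among them.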

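Repeatability was measured as the correlation of log2 intensity between arrays across the 18350 measured rows, which are not independent replicates. Pearson's r was 0.953 for the 2 control arrays and 0.964 for the 2 MSCT arrays, with a mean of 0.958 within groups and 0.943 over the 4 pairs of arrays from different groups. Control replicate 2 was closer to MSCT replicate 2 (r = 0.959) than to control replicate 1. More than 2-fold apart were 1602 rows (8.73%) between the control arrays, 1375 rows (7.49%) between the MSCT arrays and 1391 rows (7.58%) between control replicate 2 and MSCT replicate 2. In the other pairs of arrays from different groups, between 2291 and 2499 rows were that far apart. This order changed when dim rows were left out. In the upper 50% of rows by mean intensity, r was 0.952 for the control arrays, 0.977 for the MSCT arrays and 0.937 for control replicate 2 with MSCT replicate 2, and both pairs of replicates were closer than any pair from different groups. With Spearman's rho or after quantile normalization, the mean within groups was 0.962 and 0.958, and control replicate 2 was again closest to MSCT replicate 2 among the other arrays. The median SD between replicates was 0.22 on the log2 scale in the control group and 0.17 in the MSCT group. It was 0.47 within groups in the dimmest 25% of rows and 0.14 in the brightest 25%.

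**Figure D1:**
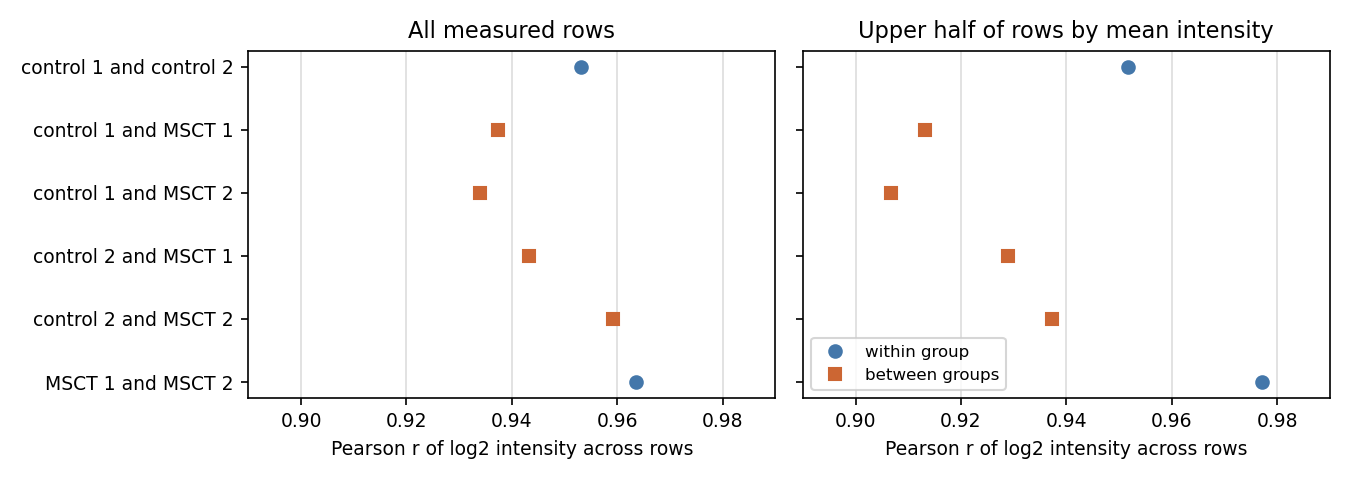
Pearson's r of log2 intensity for each pair of arrays, over all measured rows (left) and over the upper 50% of rows by mean intensity (right). Circles mark pairs within a group and squares pairs from different groups. On the left, control replicate 2 with MSCT replicate 2 (0.959) lies above the control pair (0.953), and on the right it lies below (0.937 and 0.952).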

Genome-wide expression profile chips showed very good sample data trend and study repeatability. 

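Of the 18350 measured rows, 2196 had an unadjusted p under 0.05 by limma. Of these, 850 also differed by more than 2-fold between the groups, 389 of them higher and 461 lower in the MSCT group. The paper's statistics section names one-way analysis of variance and does not say whether it was used for the chips. For 2 groups, one-way analysis of variance is a plain test with equal variances, called the methods' t-test here. On the same log2 values, 1772 rows had a p under 0.05 by the methods' t-test. Of these, 388 passed the limit of 2-fold, 191 higher and 197 lower in the MSCT group, and every one was also among the 850 rows. No row passed an adjusted p of 0.05 after Benjamini-Hochberg adjustment over all rows, and the smallest adjusted p was 0.257 by limma and 0.0550 by the methods' t-test. The arrays of the 2 groups did not overlap in 8404 rows (45.8%), where chance gives 33.3%. They did not overlap in any of the 850 rows, which is no separate support. With 2 arrays per group, a row whose groups overlap cannot reach a p under 0.05 in these tests. When each array was left out in turn, 350 of the 850 rows passed the limma screen every time, as did 285 of the 388. The count rose to 1565 without control replicate 2 and to 1503 without MSCT replicate 2. The dimmest 25% of rows held 33.9% of the 850 rows and the brightest 25% held 8.12%. Of the alternatives that kept the test and the limits, leaving out the lower 50% of rows by mean intensity moved the count most as a ratio, to 251 rows, 143 higher and 108 lower, and 247 rows then passed an adjusted p of 0.05.

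**Figure D2:**
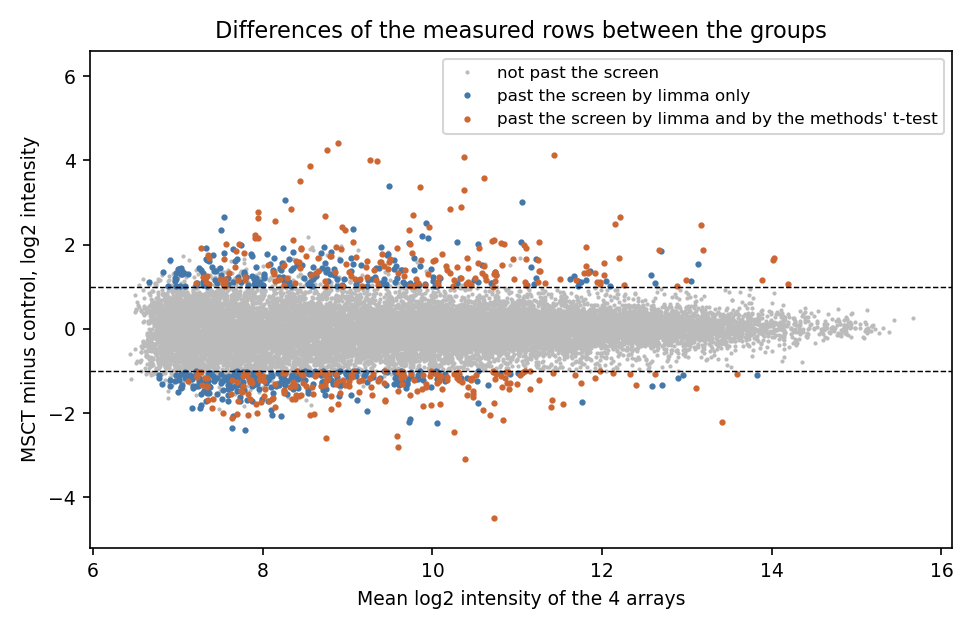
Difference in log2 intensity, MSCT minus control, against the mean log2 intensity of the 4 arrays for the 18350 measured rows, 1 point per row. Dashed lines mark 2-fold differences. The 388 rows past the screen by limma and by the methods' t-test and the 462 rows past it by limma only are colored.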

When *P* <0.05 and FC >2 were screened for, a total of 388 differentially expressive genes were found; of these, 191 were upregulated and 197 downregulated in the MSCT group in comparison with the IBD control group. These genes were involved mainly in inflammatory reaction, immune reaction, and cell differentiation. 

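The paper's text names no gene list or method for these classes, so 3 short lists of inflammatory, immune and differentiation genes were compared with the genes past the limma screen. Of the 6963 named genes, 342 passed it (4.91%). Fisher's exact test, used for this, treats genes as independent, although genes of 1 list can rise together, and its p does not measure variation between animals. In the immune list, 10 of 34 genes passed (29.4%; Fisher's exact test, two-sided, odds ratio 8.27, p = 9.80e-06 adjusted over the 3 lists). In the inflammatory list, 4 of 32 passed (odds ratio 2.79, adjusted p = 0.0763 by the same exact test), and in the differentiation list 4 of 33 (odds ratio 2.69, adjusted p = 0.0763 by the exact test). All 18 of these genes were higher in the MSCT group. In the immune list, the largest differences were those of RT1-Db1 and Gzmb (1.92 each on the log2 scale, standard errors 0.34 and 0.38), Zap70 (1.89), Nkg7 (1.72) and RT1-Ba (1.63). The inflammatory genes were Lcn2 (1.93), Il1rn (1.72), Pla2g2a (1.34) and Ccr2 (1.17), and the differentiation genes were Foxa3 (1.94), Tff3 (1.49), Alpi (1.39) and Bmp4 (1.06). With the genes past the methods' t-test, the adjusted p was 0.00319 for the immune, 0.00937 for the inflammatory and 0.180 for the differentiation list. The inflammatory list also passed with any 1 of the 4 arrays left out (adjusted p from 0.00263 to 0.0409). Without the lower 50% of rows by mean intensity, no list passed, and the immune list had an adjusted p of 0.0517. Taken as sets over all their measured members, the immune and inflammatory lists were higher in the MSCT group (median log2 difference 0.46 and 0.52, 26 of 34 and 26 of 32 genes higher, camera adjusted p = 5.82e-04 and 0.00181 over 26 lists), and the differentiation list was not (median 0.21, 23 of 33 genes higher, adjusted p = 0.168). Neither of the first pair passed with fry, which makes no assumption of a fixed correlation between genes (adjusted p = 0.0747 and 0.0609). By camera with an estimated correlation, neither passed either (adjusted p = 0.308 for each). The lists cover 18 of the 342 named genes past the screen (5.26%) and do not classify the others. Of the genes with a row, 22 of 56 in the immune list and 22 of 54 in the inflammatory list were blank on all 4 arrays. From the genes past its screen, the paper states a main part for these 3 classes.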

The top 10 and bottom 10 genes are shown in Tables 2 and 3, respectively.

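Of the 20 genes of Tables 2 and 3, 10 were matched to a row by their gene ID, and 9 of these had the printed fold change within 0.006. The exception was Cyp4f1, at 17.0-fold. The other 10 (Igj, Pigz, Olfm4, Ighg, LOC366772, LOC679314, Slc7a15, Phospho1, Slc37a2 and Rnf125) had no row by gene ID and were taken as the single row with the printed fold change, so their match to the tables is not independent evidence. All 20 rows held the place of the tables when the rows past the methods' t-test were ranked by fold change. Each of them passed the limma screen and kept its direction with any 1 array left out. In each the arrays of the 2 groups did not overlap, which follows from passing the screen. Over all rows, none passed an adjusted p of 0.05 by limma (smallest 0.257, unadjusted p from 1.97e-05 to 0.00275). Adjusted over the list alone, all 20 passed (largest 0.00275), which is not independent evidence because the list was chosen on these arrays. Mcpt2 (NM_172044) rose from 6.68 ± 0.04 (SD, n = 2) to 11.09 ± 0.31 (SD, n = 2) on the log2 scale, a difference of 4.41 (standard error 0.23). Mcpt1 (NM_017145) differed by 4.25 (standard error 0.46), and by 3.64 without control replicate 2. These are related mast cell proteases, and the deposited values do not show how far their probes share signal. The reference gene table gives the symbol Mcpt1 to the first and Vch to the second. The control arrays lay far apart for Fabp1 (6.34 and 8.18) and Cyp4f1 (7.45 and 9.20). Fabp1 differed by 4.01 (standard error 0.65), with 3.09 without control replicate 1 and 4.93 without control replicate 2. For Cyp4f1 the difference was 4.09 (standard error 0.64), with 3.21 and 4.96 without the same arrays. Gcnt3 had the smallest standard error of the 20 (difference 3.57, standard error 0.21). Among the genes that fell, LOC679314 fell by 4.49 (standard error 0.44), from 12.97 ± 0.67 to 8.47 ± 0.52 (SD, n = 2 each), and S100g (NM_012521) fell by 3.10 (standard error 0.32). The other genes of Table 3 fell by between 2.05 (Ces3) and 2.81 (Slc7a15). With fold changes taken from linear means instead of log2 means, all 20 still exceeded 2-fold, and Fabp1 moved from 16.1-fold to 13.4-fold. In the whole table, 1 row that did not pass the methods' t-test lay above the lowest gene of Table 2: Fabp2, at 10.4-fold, with control arrays at 6.56 and 9.02. Below the highest gene of Table 3 lay 7 such rows, which include NM_001012228, XM_001069111, Dnase1 and Ngb, with differences of -2.40, -2.36, -2.24 and -2.22.

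**Figure D3:**
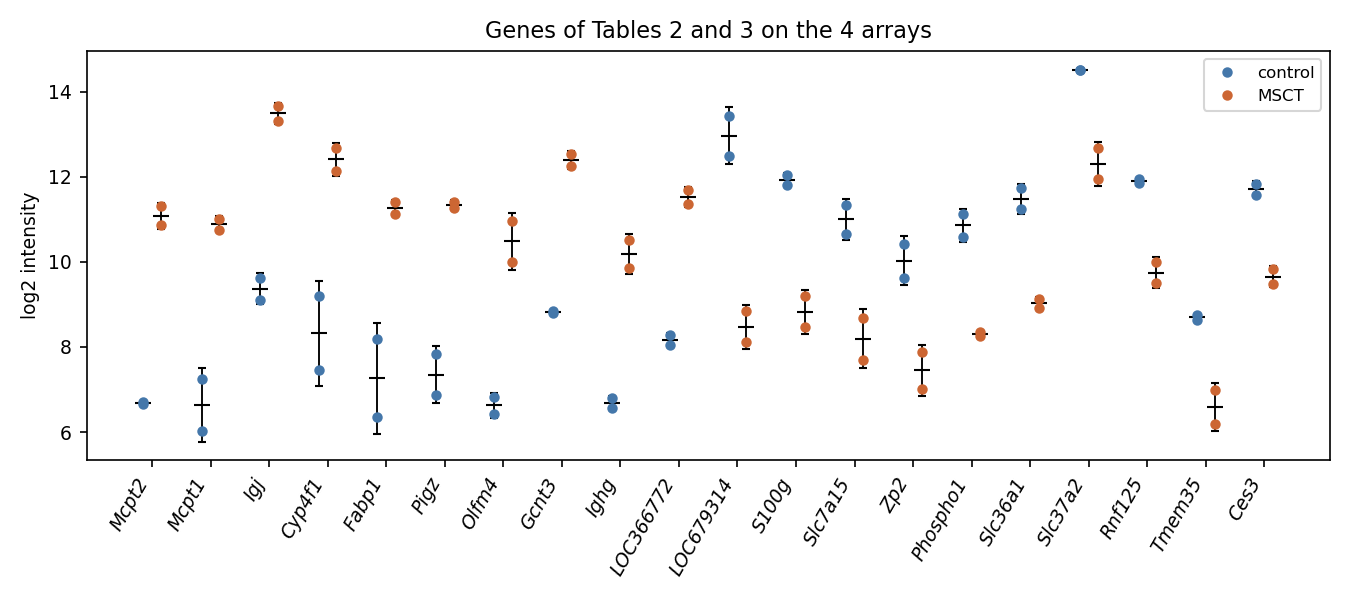
Log2 intensity of the genes of Tables 2 and 3 on the control and MSCT arrays. Points are single arrays, and horizontal marks and bars are the mean and SD of 2 arrays. The groups do not overlap in any of the 20 genes, which follows from their passing the screen, and the control arrays of Fabp1 lie at 6.34 and 8.18.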

**Table 2:** Top 10 expression genes analyzed by genome-wide expression profile chips in inflammatory bowel disease rats at 14 days after treatment with mesenchymal stem cell transplantation

Gene ID	Official symbol	Official full name	Fold changes
29266	*Mcpt2*	Mast cell protease 2	+21.28
29265	*Mcpt1*	Mast cell protease 1	+18.99
360922	*Igj*	Immunoglobulin joining chain	+17.38
56266	*Cyp4f1*	Cytochrome P450, family4, subfamily f, polypeptide 1	+17.98
24360	*Fabp1*	Fatty acid binding protein 1	+16.09
689116	*Pigz*	Phosphatidylinositol glycan anchor biosynthesis, class z	+15.87
290409	*Olfm4*	Olfactomedin 4	+14.46
286976	*Gcnt3*	Glucosaminyl (N-acetyl) transferase 3	+11.87
299354	*Ighg*	Immunoglobulin heavy chain	+11.34
36672	*LOC366772*	Similar immunoglobulin heavy chain	+10.30

**Table 3:** Bottom 10 expression genes analyzed by genome-wide expression profile chips in inflammatory bowel disease rats at 14 days after treatment with mesenchymal stem cell transplantation

Gene ID	Official symbol	Official full name	Fold changes
679314	*LOC679314*	Hypothetical protein LOC679314	−22.54
24249	*S100g*	S100 calcium binding protein G	−8.58
298873	*Slc7a15*	Solute carrier family 7, member 15	−6.99
81828	*Zp2*	Zona pellucida glycoprotein 2	−5.99
287644	*Phospho1*	Phosphatase, orphan 1	−5.88
155205	*Slc36a1*	Solute carrier family 36, member 1	−5.51
500973	*Slc37a2*	Solute carrier family 37, member 2	−4.62
361296	*Rnf125*	Ring finger protein 125	−4.46
308134	*Tmem35*	Transmembrane protein 35	−4.31
113902	*Ces3*	Carboxylesterase3	−4.15

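No row was matched to Atoh1 by name, and Atoh1 was not analysed here. Olfm4 was taken as the row XM_001073392, the single row with the fold change printed in Table 2. Its intensity was 114 and 86.0 on the control arrays and 1029 and 1988 on the MSCT arrays, a difference of 3.85 on the log2 scale (standard error 0.39; limma adjusted p = 0.257 over all rows). With each array left out in turn, the difference lay between 3.38 and 4.33. Beyond these genes, 17 of 36 genes in a list of the Notch signaling pathway were measured by name. Their median log2 difference was 0.15, with 11 genes higher and 6 lower in the MSCT group, and none passed the screen by limma. As a set, the list did not differ between the groups (camera adjusted p = 0.958), and without control replicate 1 its median was -0.06.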

In all 20 genes, atonal homolog 1 (*Atoh1*) and olfactomedin 4 (*Olfm4*) were upregulated and associated with the Notch signaling pathway. 

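Wnt11, Wnt3a and Tcf7l2, which encodes the T-cell factor 4 of the Wnt signaling pathway, were not matched to a row by name and were not analysed here. In the non-canonical pathway, Wnt5a (NM_022631) was higher in the MSCT group, at 9.09 ± 0.05 (SD, n = 2) against 8.12 ± 0.16 (SD, n = 2) on the log2 scale. The difference was 0.97 (standard error 0.20), 1.96-fold and so below the limit of the screen (limma adjusted p = 0.289 over all rows, and 0.0592 adjusted over the list alone, with 10 Wnt genes). After quantile normalization it was 1.03, and with equal array medians 1.01, which passed the screen. Of the canonical pathway, Myc (NM_012603) differed by 1.00 (standard error 0.25; limma adjusted p = 0.324 over all rows, and 0.0618 adjusted over the list alone), just under 2-fold, and passed the screen after the same normalizations (1.01 and 1.04). Its control arrays lay at 10.49 and 10.02, and without control replicate 1 the difference was 1.24. Without MSCT replicate 2, Myc had an unadjusted limma p of 0.0600. The other 8 genes had limma p-values from 0.0818 to 0.948. Ccnd1, Ccnd2 and Ccnd3, the genes of cyclin D, differed by 0.42, 0.37 and 0.11, Fzd3 by -0.18 and Gsk3b by -0.29. Ctnnb1, which encodes β-catenin, differed by -0.02, Apc by 0.01 and Tcf4, another gene than Tcf7l2, by -0.13. The differences of Ctnnb1, Apc, Tcf4 and Ccnd3 changed sign when single arrays were left out, and that of Ctnnb1 also with equal array medians. In total, 0 of the 10 genes passed the screen by limma or by the methods' t-test, and 2 had an unadjusted p under 0.05 by limma. Wider lists of the canonical pathway (27 genes measured, median difference 0.02, camera adjusted p = 0.749) and the non-canonical pathway (13 genes, median 0.12, adjusted p = 0.372) did not differ between the groups.

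**Figure D4:**
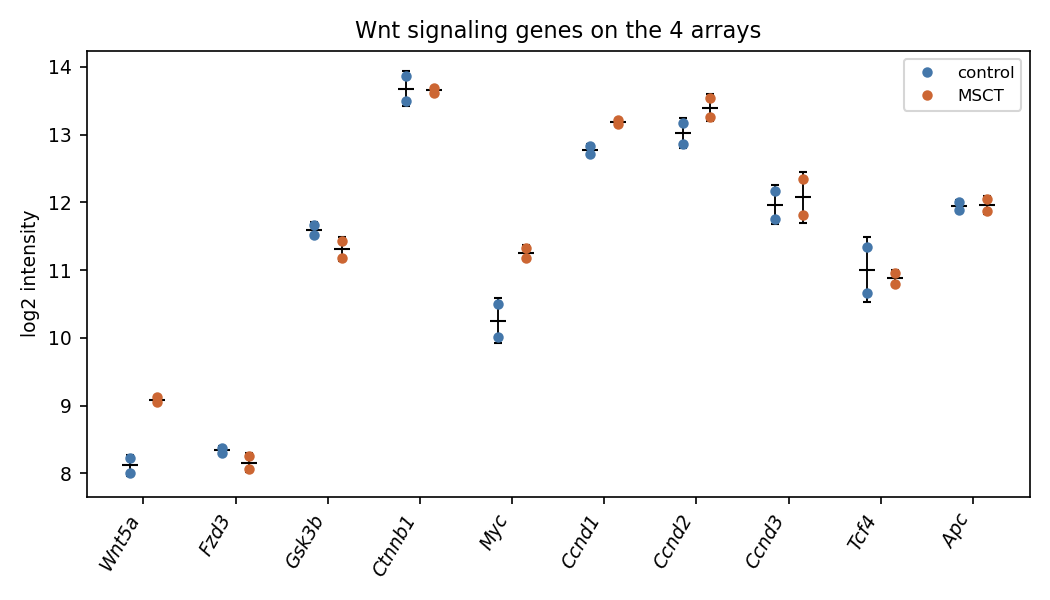
Log2 intensity of the 10 Wnt signaling genes with a row by name, on the control and MSCT arrays. Points are single arrays, and horizontal marks and bars are the mean and SD of 2 arrays. Wnt5a and Myc are higher on both MSCT arrays, while the groups overlap for Ctnnb1, Ccnd3, Tcf4 and Apc.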

Wnt11 was downregulated and related to the non-canonical Wnt signaling pathway. Other genes involved in the Wnt/β-catenin signaling pathway, such as *Wnt3a*, *Wnt5a*, frizzled family receptor 3 (*Fzd3*), glycogen synthase kinase-3β (*GSK-3β*), β-catenin, myelocytomatosis oncogene (*C-myc*), cyclin D, T-cell factor 4 (*Tcf4*), and adenomatous polyposis coli (*APC*), were also detected

### Notch signaling pathway in mesenchymal stem cell transplantation repairing inflammatory bowel tissue

*Atoh1* and olfactomedin 4 (*Olfm4*) were associated with the Notch signaling pathway, which regulated cell proliferation and differentiation [18, 19]. The expression of *Atoh1* in the MSCT group was significantly higher than in the MSC (1.34±0.27 versus 0.95±0.08, *P* = 0.011), normal (1.34±0.27 versus 0.91±0.15, *P* = 0.004), or IBD rat models (1.34±0.27 versus 0.99±0.48, *P* = 0.007) (there were no significant differences among these three groups). The expression of *Olfm4* in MSCT rats was downregulated in comparison with IBD rats (*P* <0.05). No difference was found when compared with normal rats (*P* >0.05) (Table 4, Fig. 5).

**Table 4:** Expression of *Atoh1* and *Olfm4* genes (χ±s)

Group	Number	*Atoh1*	*Olfm4*
MSCs	3	0.95±0.08	−0.46±0.24^b,c^
Normal	3	0.91±0.15	1.62±0.25^a,c^
IBD	9	0.99±0.48	2.54±0.20^a,b^
MSCT	9	1.34±0.27^a-c^	1.39±0.54^a,c^

^a^ *P* <0.05 versus mesenchymal stem cell (MSC) group; ^b^ *P* <0.05 versus normal group; ^c^ *P* <0.05 versus inflammatory bowel disease (IBD) group. MSCT, mesenchymal stem cell transplantation

**Fig. 5:**
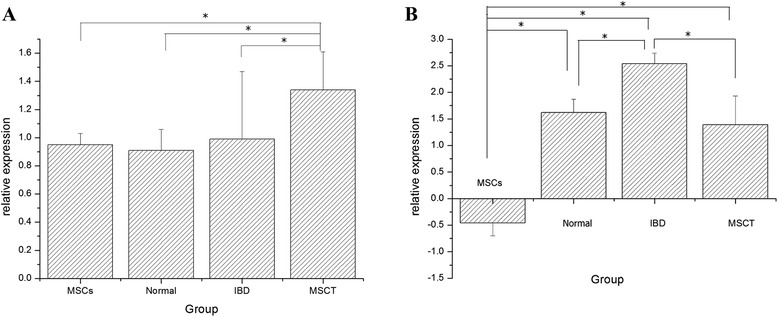
Expression of atonal homolog 1 (*Atoh1*) and olfactomedin 4 (*Olfm4*) genes in inflammatory bowel disease (IBD) rats at 14 days after treatment with mesenchymal stem cell transplantation (MSCT). **a** Expression of *Atoh1* in MSCT group upregulated in comparison with the other groups. **b** Expression of *Olfm4* increased in IBD group. MSC, mesenchymal stem cell. *P<0.05

### Canonical Wnt/β-catenin signaling pathway in inflammatory bowel disease and mesenchymal stem cell transplantation groups

Genes of the canonical pathway were verified by RT-PCR. The expression of *Wnt3a* and *β-catenin* increased significantly, and *GSK-3β* decreased in the IBD rat group, compared with normal rats, at 14 and 28 days. Adenomatous polyposis coli (*APC*) and *cyclin D* exhibited downregulated expression in the IBD rat group at 14 days and demonstrated upregulation at 28 days compared with the normal group. There were no differences in the expression of *Fzd3*, *TCF4*, and *c-myc* between IBD model rats and the normal group (Table 5, Fig. 6).

**Table 5:** Expression of canonical pathway-related genes (χ±s)

Group	Number	*Wnt3a*	*Fzd3*	*GSK-3β*	*APC*	*β-catenin*	*TCF4*	*C-myc*	*Cyclin D*
MSCs	3	0.01±0.01^b,c^	0.12±0.01^b,c^	0.70±0.06^b^	0.36±0.01^b,c^	0.65±0.17^c^	0.35±0.01^b,c^	2.60±0.17^b^	2.39±0.13^b,c^
Normal	6	1.00±0.01^a,c^	1.00±0.01^a^	1.00±0.01^c^	1.00±0.01^a^	1.00±0.01^c^	1.00±0.01^a^	1.00±0.01^a^	1.00±0.01^a^
14-day IBD	3	2.44±0.63^a,b^	1.05±0.37^a^	0.62±0.04^b^	0.63±0.04^a,b^	1.58±0.32^a,b^	1.16±0.30^a^	1.64±0.32	0.61±0.24^a,b^
14-day MSCT	3	0.15±0.05^a-c^	0.35±0.07^a-c^	0.81±0.07^c^	0.53±0.07^b^	1.37±0.34^a^	0.71±0.09^a-c^	2.00±0.01^b^	0.72±0.07^a^
28-day IBD	3	3.40±1.05^a,b^	1.34±0.15^a^	0.68±0.01^b^	1.05±0.01^a^	1.93±0.55^a,b^	1.12±0.22^a^	1.20±0.58	1.40±0.10^a^
28-day MSCT	3	0.14±0.02^a-c^	0.65±0.06^a-c^	0.78±0.11^c^	0.96±0.13	0.82±0.17^c^	0.76±0.14^a-c^	0.31±0.10^a-c^	0.18±0.07^a-c^

^a^ *P* <0.05 versus mesenchymal stem cell (MSC) group; ^b^ *P* <0.05 versus normal group; ^c^ *P* <0.05 versus inflammatory bowel disease (IBD) group. MSCT, mesenchymal stem cell transplantation

**Fig. 6:**
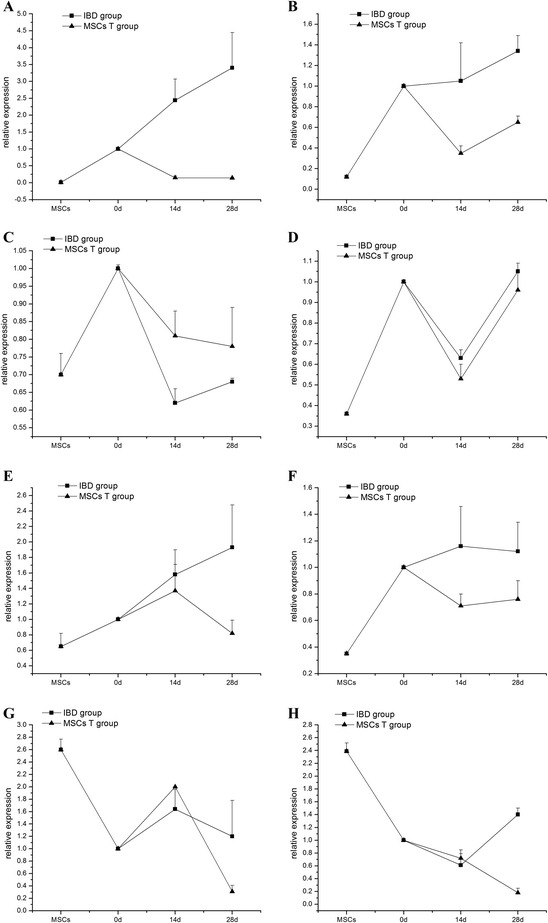
Expression of canonical Wnt signaling-related genes in mesenchymal stem cell transplantation (MSCT) group compared with inflammatory bowel disease (IBD) rat model. **a** *Wnt3a* mRNA decreased expression in MSCT rats compared with IBD rats (*P* = 0.004). **b** Declined *Fzd3* expression (*P* = 0.014). **c** Decreased *GSK-3β* mRNA expression in inflammation (*P* = 0.035) and recovery to normal level after MSCT. **d** Decreased expression of *APC* at 14 days (*P* = 0.034), increased to normal level at 28 days. **e** Lower *β-catenin* mRNA expression in MSCT rats (*P* <0.001). **f** No different expression of *TCF4* between IBD group and normal group, and low expression in mesenchymal stem cells (MSCs) (*P* = 0.036). **g** High *c-myc* expression at 14 days (*P* <0.01) declined at 28 days (P = 0.024). **h** Reduced *cyclin D* expression in MSCT at 28 days (*P* = 0.02)

The gene expressions in MSCT rats are shown in Fig. 6. The expression of *Wnt3a*, *Fzd3*, *TCF4*, and *cyclin D* significantly declined after MSCT, compared with the IBD group without MSCT, whereas expression of *GSK-3β* was upregulated to normal levels and was higher than in IBD rat models. In the MSCT group, *β-catenin* expression was lower than that of the IBD rat group at 28 days. *APC* expression did not change in the MSCT group. *C-myc* exhibited increased expression at 14 days and decreased expression at 28 days, compared with the IBD group, whereas *c-myc* and *cyclin D* showed high expression, and other genes demonstrated comparatively lower expression in MSCs.

### Non-canonical Wnt signaling pathway in inflammatory bowel disease and mesenchymal stem cell transplantation groups

*Wnt5a* and *Wnt11*, two main genes in the non-canonical Wnt signaling pathway, were screened with RT-PCR. *Wnt5a* did not change significantly at 14 days and showed lower expression at 28 days in the MSCT group (*P* = 0.04). *Wnt11* showed lower expression in the MSCT group compared with the IBD group at 14 and 28 days (*P* = 0.048); in the IBD model, *Wnt11* decreased at 14 days (*P* = 0.019) and was restored to normal level at 28 days (*P* >0.05) (Table 6, Fig. 7).

**Table 6:** Expression of *Wnt5a* and *Wnt11* genes (χ±s)

Group	Number	*Wnt5a*	*Wnt11*
MSCs	3	2.03±0.64	0.01±0.003^b^
Normal	6	1.00±0.01	1.00±0.01^a,c^
14-day IBD	3	1.17±0.09	0.51±0.06^a,b^
14-day MSCT	3	1.18±0.06	0.10±0.02^b^
28-day IBD	3	1.48±0.47	1.07±0.39^a,c^
28-day MSCT	3	0.69±0.04^a-c^	0.22±0.07^b^

^a^ *P* <0.05 versus mesenchymal stem cell (MSC) group; ^b^ *P* <0.05 versus normal group; ^c^ *P* <0.05 versus inflammatory bowel disease (IBD) rat model. MSCT, mesenchymal stem cell transplantation

**Fig. 7:**
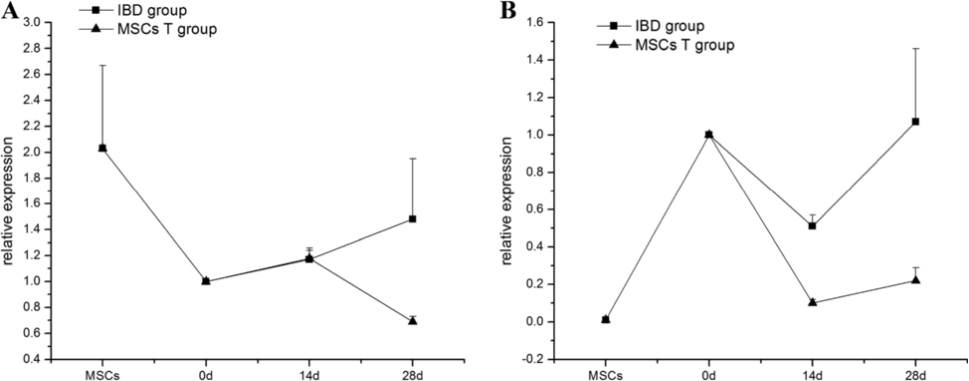
Expression of non-canonical Wnt signaling genes in mesenchymal stem cell transplantation (MSCT) group compared with inflammatory bowel disease (IBD) rat model. **a** Declined *Wnt5a* mRNA expression on day 28 in the MSCT group. **b** Lower expression of *Wnt11* in MSCT rats. MSC, mesenchymal stem cell

## Discussion

The intestinal stem cells showed renewal, proliferation, and differentiation capacity and were able to restore the intestinal mucosa [11]. Transplanted MSCs demonstrated the ability to engraft into the intestinal mucosa [12, 20] and alleviate the autoimmune response, facilitating the treatment of IBD [21]. Previous studies demonstrated that MSCs could engraft into the damaged area of intestinal epithelium tissues, showing characteristics of epithelial cells [22, 23].

Intestinal stem cells have several signaling pathways, such as Wnt, BMP, PI3K/Akt, Hedgehog, and Notch pathways. Wnt and Notch signaling pathways play important roles in determining intestinal stem cell fate, including maintenance of stem cell homeostasis, inhibition of cell differentiation, and control of Paneth cell development [24]. Meanwhile, those pathways are also crucial in MSCs, which regulate self-renewal and differentiation [25]. Canonical Wnt signaling activated by *Wnt3a* enhances the proliferation of MSCs and suppresses MSC osteogenic differentiation, whereas non-canonical Wnt signaling activated by *Wnt5a* maintains MSC numbers and promotes osteogenesis [26]. The Notch pathway also regulates MSC fate and osteoblastic differentiation [27]. In recent years, *Wnt3a* and *Fzd3* were reported to increase expression in IBD colon tissues compared with non-IBD colon tissues [28]. The protein level of *β-catenin* was found to increase in colonic epithelial crypts from damaged mucosa [29].

In our study, we successfully established the IBD and MSCT model rats and then found that MSCs labeled with green fluorescence were populated in the damaged areas after MSCT. In our previous study, we have demonstrated that hematopoietic stem cells or MSCs could be implanted in the ulcerated experimental colitis region of a rat model after transplantation; male donor cells were followed by *Sry* gene using PCR and Y chromosome FISH in female recipients, and the donor cell rate was evaluated by brown positive cells labeled by bromodeoxyuridine (BrdU) immunohistochemistry. MSCs not only were engrafted in the damaged areas but also were the major source for intestinal epithelia renewal [12]. The other research also proved that MSCs transplanted into gastric tissue, and the beneficial effects might be mediated by MSCs differentiated into gastric interstitial cells [30]. In this study, the fluorescence signal cell was observed in all views of each layer of intestinal tissue, and the vast majority of cells in the intestinal lesion tissue were derived from GFP-labeled MSCs. When intestinal epithelium was inflamed, we found that canonical Wnt signaling was activated by *Wnt3a* and inhibited by *GSK-3β* and *APC*, and the transcription of downstream-related factors would be regulated. These changes promoted intestinal stem cell proliferation and repaired the intestinal mucosa. On the other hand, the expression of *Fzd3*, *c-myc*, and *cyclin D* did not change significantly in IBD rats. These results suggest that *Wnt3a* and *Fzd3* may not work together in activating canonical Wnt signaling to accelerate intestinal stem cell proliferation by promoting the transcription of *c-myc* and *cyclin D*. After MSCT, canonical Wnt signaling-related genes such as *Wnt3a*, *Fzd3*, *β-catenin*, *TCF4*, and *cyclin D* exhibited downregulation, and *GSK-3β* exhibited upregulation, compared with IBD rats; the canonical Wnt signaling pathway may be inhibited when treated with MSCs.

The expression of *APC* differed from that of *c-myc. APC* declined on day 14 and increased to normal levels on day 28 in IBD rats after MSCT. The expression of *c-myc* was increased on day 14 and decreased on day 28 in the MSCT group. *C-myc* was reportedly the target gene of the *APC* pathway [31] and showed high expression in MSCs. Presumably, MSCT might accelerate the expression of *c-myc* in the early stage, inhibiting *APC* expression, and promoting the proliferation of the MSC itself. On day 28, the decreased expression of *c-myc* promoted the differentiation of MSCs into intestinal stem cells.

In the non-canonical Wnt signaling pathway, *Wnt11* can either activate or inhibit the canonical pathway [32, 33]. In our research, expression of *Wnt11* decreased on day 14 and increased to normal levels on day 28. But the expression of *Wnt5a* did not differ between the IBD group and the normal group. In IBD rats treated with MSCT, both *Wnt5a* and *Wnt11* expressions were lower than in IBD and normal rats. We speculated that the non-canonical Wnt signaling activated by *Wnt11* may have been inhibited by canonical signaling in IBD, but the non-canonical Wnt signaling activated by *Wnt5a* did not change in inflammatory conditions. Regardless of which signaling molecule activated the non-canonical signaling pathway, both may be inhibited after MSCT.

*Olfm4* was the target gene of Notch signaling and participated in stem cell fate. The expression of *Olfm4* in the intestine rapidly decreased after Notch inhibition, and increased *Olfm4* expression was observed after activation of Notch signaling [34]. In the present study, the expression of *Olfm4* significantly increased in IBD rats compared with normal rats and MSCT rats. This increased expression in IBD is consistent with the conclusions of Gersemann *et al*. [35]. *Atoh1* was an inhibitor of the Notch signaling pathway and essential to the differentiation of intestinal stem cells [36]. After MSCT, expression of *Olfm4* was downregulated and *Atoh1* was upregulated. This suggests that Notch signaling may be suppressed in the process of MSCT treatment.

## Conclusions

In this study, we investigated the effect of Wnt and Notch signaling in the process of MSCT repair of inflammatory bowel disease in a rat model. Our results suggest that canonical Wnt and Notch signaling pathways are activated to promote the proliferation of intestinal stem cells in IBD, countering inflammation. Non-canonical Wnt signaling may be suppressed by canonical signaling during inflammation. In treatment with MSCs, Notch and Wnt signaling pathways are inhibited to prevent stem cell proliferation and promote MSC differentiation to intestinal epithelial cells. Shortly after MSCT, the high expression of *c-myc* and low expression of *APC* mRNA facilitate MSC proliferation, and then differentiation into intestinal epithelial cells in the anaphase, by reducing the expression of *c-myc*.

## Abbreviations

APC: Adenomatous polyposis coli
Atoh1: Atonal homolog 1
CD: Crohn’s disease
C-myc: myelocytomatosis oncogene
FC: fold change
FISH: Fluorescence *in situ* hybridization
Fzd3: Frizzled family receptor 3
GFP: Green fluorescent protein
GSK-3β: Glycogen synthase kinase-3β
IBD: Inflammatory bowel disease
MMTV: Mouse mammary tumor virus
MSC: Mesenchymal stem cell
MSCT: Mesenchymal stem cell transplantation
Olfm4: Olfactomedin 4
PCR: Polymerase chain reaction
RT-PCR: Reverse transcription-polymerase chain reaction
Tcf4: T-cell factor 4
TNBS: 2,4,6-trinitrobenzene sulfonic acid
UC: Ulcerative colitis
Wnt3a: Wingless-type MMTV integration site family, member 3A
Wnt5a: Wingless-type MMTV integration site family, member 5A
Wnt11: Wingless-type MMTV integration site family, member 11

How the deposited data were processed for this re-analysis (not part of the article)

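Gene expression was measured in colon tissue of 2 rats of the control group and 2 rats of the MSCT group with one-color NimbleGen arrays, 1 array per rat. The authors scanned the arrays with a GenePix scanner, extracted them with NimbleScan and deposited 1 table of linear intensity per RefSeq transcript and array. Background correction, scaling between arrays, the combination of probes and the rule by which rows were left blank are not described in the paper's text or the labels. Of 26420 rows, 18350 hold a value on all 4 arrays and 8070 on none, and 0 value columns were left without a sample. The sample labels and the paper differ on whether the control rats had IBD, and the paper gives 2 days (14 and 28), so the groups are named control and MSCT and no day is given to the chips.

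Intensities were converted to log2 values with no pseudocount, no further scaling and no filter. limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) compared MSCT with control, and p-values were adjusted by the Benjamini-Hochberg method over the rows tested. The study's screen, an unadjusted p under 0.05 and a fold change over 2, was applied to each row, and the count past an adjusted p of 0.05 was given beside it. The paper's statistics section gives one-way analysis of variance and names no test or adjustment for the chips. For 2 groups, one-way analysis of variance is a plain test with equal variances, run as the methods' t-test. Gene lists were compared with camera (inter-gene correlation 0.01, lists of 3 or more measured genes, 1 row per gene, the one with the highest mean), fry and camera with an estimated correlation, and the classes of genes with Fisher's exact test. Of 26 lists, 13 passed an adjusted p of 0.05 by camera. Of these, 4 also passed by fry and 0 with an estimated correlation.

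Transcripts were named with the RefSeq gene table of GRCr8, used for names only, after removing version numbers. Of the measured NM rows, 7004 of 7292 were named, and of the XM rows 58 of 11058. Named in the text are the genes the paper names, the 10 rows with the largest rise and the 10 with the largest fall among rows past the screen whose groups do not overlap, up to 5 members of a list past the screen in each direction, and the reference genes Actb, Gapdh, Hprt1 and B2m. No gene of the Hox list of the posterior gut and no sex-linked gene of the lists had a measured row by name, and the anterior Hox list had too few for a test. Genes outside this rule (Fkbp5, Bhlhe41, genes of the added lists, Reg4 of the goblet list, Tpsab1 and Kit of the mast cell list and the genes named as blank) were chosen after their values were seen. Goblet genes without a row are named for their absence only.

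The test was checked on simulated data with the row means of these arrays (20 simulations of the comparison of MSCT with control on 18350 rows). Row variances were drawn from limma's fitted prior, the same at all intensities, and rows were independent. The simulated arrays thus lack the wider spread of dim rows and any correlation between genes. With 200 rows changed, the limma screen recovered 93.9% of them, and 59.2 rows on average passed an adjusted p of 0.05. With no row changed, 351 rows on average passed the screen by limma (315 to 404) and 105 by the methods' t-test (87 to 129). camera found 100% of simulated lists of 20 rows shifted by 0.5 and called 2.75% of unchanged lists. These rates do not cover lists of correlated genes.

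Alternatives written before the data were examined were the methods' t-test, quantile normalization, equal array medians, leaving out the dimmest 25% or 50% of rows, a variance that depends on intensity (trend and robust options of eBayes), array weights, the replicate number as a block, leaving out each array in turn, 1 row per gene, a fold limit of 1.5, a fold limit without p, fold changes of linear means, the row with the largest change where a gene had several, Spearman's rho, and other list tests and sets of called genes. A plain test on linear intensities, a test with unequal variances, the class test on genes past the methods' t-test and 3 lists of clock and glucocorticoid-induced genes were added after the data were examined. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for names and figures. RT-PCR, histology and flow cytometry values of the paper were not analysed here.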

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

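In this part, the tests of the clock and glucocorticoid-induced lists were chosen after Fkbp5 and Bhlhe41 were seen, and the tests of the goblet list without Gcnt3 and of the gap from medians after the lists were seen.

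Genes of the circadian clock, which the paper does not discuss, were shifted in the MSCT group against the control arrays. All 10 measured genes of the D-box phase were higher, with a median difference of 0.68 on the log2 scale. All 4 measured genes of the opposite phase were lower, with a median of -0.95. Both lists passed by limma's camera (adjusted p = 5.35e-06 for the D-box phase over the 3 added lists), and fry gave a p of 2.55e-04 and 6.26e-04 without adjustment. By camera with an estimated correlation, the p rose to 0.0401 for the D-box phase and 0.0410 for the opposite phase, without adjustment. With each array left out, both lists kept their direction. Nr1d1 rose by 2.50 (standard error 0.23), Dbp by 1.87, Nr1d2 by 1.52 and Per1 by 1.33, while Bmal1 fell by 1.85, Cry1 by 1.18, Clock by 0.71 and Nfil3 by 0.70. The replicates lay closest for Dbp, at 11.73 on both control arrays and at 13.60 and 13.61 on the MSCT arrays, and the control arrays were far apart for Wee1 (9.70 and 8.84) and Usp2 (8.19 and 8.76). Over all rows, none of the 14 genes passed an adjusted p of 0.05 in the default limma fit (0.257 for Nr1d1, Dbp, Nr1d2 and Bmal1), while 5 genes of the D-box phase and 4 of the opposite phase had an unadjusted p under 0.05. With an intensity-dependent variance, 8 of the 14 passed, and without the lower 50% of rows by intensity 7 of 12. Noise of dim rows is argued against by the upper 50% of rows, where 8 genes of the D-box phase were all higher and 4 of the opposite phase all lower. A difference in glucocorticoid signalling, the other explanation tested for the rise of Fkbp5 (2.63) and Bhlhe41 (2.64), stays open. The list of other glucocorticoid-induced genes had a median of 0.35, with 9 of 15 genes higher, and did not pass as a set (camera gave a p of 0.937 without adjustment). Its members went both ways: 3 rose at an unadjusted p under 0.05, among them Per1, which the list shares with the D-box phase, and 4 fell, Dusp1 (-1.33) and Tsc22d3 (-1.17) among them. In the upper 50% of rows by intensity 5 of 7 members were lower, and there camera gave a p of 0.00614 for a fall, without adjustment. Without Per1, 5 of 6 were lower there (camera p of 1.04e-04, without adjustment). Opposite shifts of the 2 clock lists are what tissue taken at another time of day would give (camera gave a p of 2.49e-06 for the opposite phase), and this remains a hypothesis. The paper and the labels give no time of day. A shift of the clock by the transplantation, by feeding or by the inflammation would give the same values, and these explanations are open and were not tested. If the groups were taken at different times of day, other rows past the screen may also follow the clock; how many was not tested.

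Genes of goblet cells, which make the mucus of the colon, were higher in the MSCT group as a list. Of 13 measured genes, 12 were higher, with a median difference of 0.49 and a mean of 1.08 (camera adjusted p = 2.27e-05, fry adjusted p = 0.0425). By camera with an estimated correlation, the list did not pass (adjusted p = 0.308). The paper describes a loss of goblet cells in its IBD rats from histology, and of these genes it reports Gcnt3 (Table 2). Gcnt3 had the largest difference (3.57), followed by Zg16 (2.65), Foxa3 (1.94), and Retnlb (1.52), and Reg4 was lower (-0.56). The 13 measured genes are part of 25 listed. Among those without a row by name were Muc2, Clca1, Fcgbp, Agr2, Spdef and Spink4, so the list says nothing about them. Without Gcnt3, 11 of 12 genes were higher, and all 9 of these genes in the upper 50% of rows by intensity were. The list passed by camera with each array left out, with medians from 0.42 without control replicate 1 to 0.81 without control replicate 2. A larger share of mucosa against muscle wall in the MSCT pieces is argued against as the whole cause, because it would raise goblet and absorptive genes alike. The goblet mean minus the absorptive mean rose by 1.14 from the control to the MSCT arrays, with an SD of 0.07 and 0.04 between replicates. A few goblet genes weigh on these means, and the list medians lie closer together (0.49 and 0.12). With medians over the genes of each list, each gene centered on its mean, the gap rose by 0.78, with an SD of 0.18 and 0.04. The smooth muscle list did not differ (median -0.01, camera adjusted p = 0.182), although without control replicate 2 it fell (median -0.25, adjusted p = 0.0185). A tissue piece from another position along the colon stays open, since no posterior Hox gene had a measured row by name. All 4 measured genes of the squamous list, for the anal end, were lower, and the list passed by camera but not by fry. The small-intestine list without Fabp1 and Fabp2 did not pass by camera (a p of 0.265) but did by fry (0.0435), both without adjustment. A difference in the number or state of goblet cells between the groups is the biological explanation the design allows and was not tested.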

How the results depend on the processing

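In this part, the plain test on linear intensities, the test with unequal variances and the class test on genes past the methods' t-test were chosen after the data were examined.

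The count of 850 rows past the screen stayed within 1.5 times, from 589 to 1166, under quantile normalization, equal array medians, array weights, an intensity-dependent variance, the fold limit alone, fold changes of linear means and without the dimmest 25% of rows, although the count of lower rows fell from 461 to 298 in the last. Of the rows past the screen, 45.8% were higher in the MSCT group, and 51.5% after quantile normalization. The count moved by more than 1.5 times in other settings. It was 388 (191 higher, 197 lower) by the methods' t-test, 251 (143 and 108) without the lower 50% of rows and 2019 (802 and 1217) with a fold limit of 1.5. With 1 row per gene, which tested only 6963 named genes, the count was 342 (218 and 124). It was 390 (194 and 196) by the plain test on linear intensities and 195 (94 and 101) by the test with unequal variances. With each array left out it lay between 934 and 1565 (459 to 901 higher, 475 to 969 lower). It stayed within 1.5 times without control replicate 1 (934) and without MSCT replicate 1 (1043), and moved further without control replicate 2 (1565) and without MSCT replicate 2 (1503). In these fits the lone array of a group is assumed to vary like the pair of the other group. Fewer rows tested, a wider fold limit and 1 row per gene change the count by construction; for the other settings the cause was not tested.

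No row passed an adjusted p of 0.05 by limma or by the methods' t-test, nor under quantile normalization, equal array medians, array weights, the block or with an array left out. Without the dimmest 25% of rows 4 rows passed, without the lower 50% 247, and with an intensity-dependent variance 387. In dim rows the replicates were farther apart (median SD 0.47 in the dimmest 25%, 0.14 in the brightest 25%), and the default fit uses 1 prior variance for all rows.

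All 20 genes of Tables 2 and 3 kept their direction and passed the screen by limma under each limma setting and by the methods' t-test, as far as their row was tested. Without the dimmest 25% of rows 19 were tested, and without the lower 50% of rows 10. By the plain test on linear intensities 15 of the 20 passed, and by the test with unequal variances 10. Of the 10 Wnt genes, 0 passed the screen in most settings, but 2 (Wnt5a and Myc) passed after quantile normalization and 2 with equal array medians, since both lie just under 2-fold. With each array left out, 0 to 2 passed. Genes with differences near 0 changed sign: Ctnnb1 was at 0.015 with equal array medians and between -0.21 and 0.16 with each array left out, Tcf4 between -0.47 and 0.21, Apc between -0.077 and 0.10 and Ccnd3 between -0.16 and 0.38. Among the 10 largest rises and the 10 largest falls past the screen, the rows from outside the tables did not pass the methods' t-test. These were Fabp2, NM_001012228, XM_001069111, Dnase1 and Ngb (p from 0.0610 to 0.115, without adjustment), and NM_001012228 lost the screen without either control array. Other named rows past the limma screen also failed the methods' t-test, among them Bhlhe41, Gzmb, Zap70, Nkg7, Alpi, Bmp4, Aif1, Tpsg1 and Dusp1. Others, such as Fkbp5, Nr1d1 and Zg16, passed it.

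Of 26 lists, 13 passed an adjusted p of 0.05 by camera, 13 after quantile normalization and 12 to 15 with each array left out. With an estimated correlation 0 passed, by fry 4 (goblet, mast cell, proliferation and plasma cell), and without the lower 50% of rows 8. The immune and inflammatory lists were among those that no longer passed there (median 0.05 and 0.19). Lists that did not differ changed sign in places. The sign of the test turned for the intestinal stem cell list in the block fit (median 0.12), and without the lower 50% of rows for the Notch list (median 0.15) and the small-intestine list (median 0.091). With each array left out, the medians ran from -0.0038 to 0.22 for the intestinal stem cell list, -0.060 to 0.27 for the Notch list, -0.25 to 0.038 for smooth muscle and -0.050 to 0.16 for canonical Wnt. Smooth muscle passed without control replicate 2, the fibroblast and neutrophil lists did not pass without it, and the enteroendocrine list did not pass without control replicate 1. The T cell list passed without control replicate 1 and without MSCT replicate 1, the B cell list without control replicate 1 and the small-intestine list without MSCT replicate 1.

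Of the 3 class lists, 1 (immune) passed, and 2 (immune and inflammatory) with the methods' t-test, with the 400 rows of smallest p, with the block and with any 1 array left out. Without the lower 50% of rows 0 passed; there the lists hold fewer genes. The cause of the other changes was not tested.

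The arrays of both groups carry replicate numbers 1 and 2, and neither the paper nor the labels say that a number marks a shared animal, batch or day. The differences between replicates 1 and 2 correlated across rows between the groups (r = 0.234, and 0.220 without the lower 50% of rows), and 2 pairs are too few to say whether the numbers pair the samples. With the replicate number as a block, 971 rows passed the screen, of which 828 were among the 850, and 0 passed an adjusted p of 0.05. The block changed no call among the 20 tabled genes and the 10 Wnt genes.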

Differences from the paper's values

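The paper reports 388 differentially expressed genes, 191 upregulated and 197 downregulated. By limma with the same limits, 850 rows passed, 389 higher and 461 lower. The methods' t-test, set before the data were examined, gave the paper's 3 numbers, 388, 191 and 197. Of the other alternatives set before the data were examined, 1 row per gene tested only 6963 named genes. It gave 342 and 218 for the total and the upregulated genes, within 1.5 times the paper's values, but 124 for the downregulated genes. Rows without a name were left out there, so this closeness is not a like comparison. Leaving out the lower 50% of rows gave 143 upregulated genes, within 1.5 times, but 251 and 108 for the total and the downregulated genes. The others differed from the paper in all 3 counts: quantile normalization (824, 424 and 400), equal array medians (827, 420 and 407), no dimmest 25% of rows (589, 291 and 298), an intensity-dependent variance (874, 414 and 460), array weights (838, 392 and 446), the replicate block (971, 447 and 524), a fold limit of 1.5 (2019, 802 and 1217), a fold limit without p (1166, 570 and 596), fold changes of linear means (846, 382 and 464) and each array left out (934 to 1565, 459 to 901 and 475 to 969). The plain test on linear intensities, chosen after the values were seen, gave 390, 194 and 196, close to the paper's counts, but dropped 5 of the paper's 20 tabled genes. The test with unequal variances, chosen after the values were seen as well, gave 195, 94 and 101 and dropped 10 of the 20.

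Of the 20 rows of Tables 2 and 3, 10 were chosen by the printed fold change, so their closeness to it was fixed in advance. The fold changes of the 10 rows matched by gene ID were all within 1.5 times the paper's by limma. With single arrays left out, some moved further: Mcpt1 (the paper's 18.99) was at 29.0 without control replicate 1 and 12.4 without control replicate 2, Fabp1 (the paper's 16.09) at 8.52 and 30.4, and Cyp4f1 (the paper's 17.98) at 9.26 and 31.1. Table 2 prints 17.98 for Cyp4f1 in the place after Igj (17.38), and the deposited intensities gave 16.98, which lies in that place.

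The paper names Atoh1 among the 20 genes, and it is in neither Table 2 nor Table 3. The paper describes the chips as very repeatable. Over all rows, control replicate 2 was closer to MSCT replicate 2 (r = 0.959) than to control replicate 1 (r = 0.953).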

Other observations

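In this part, the tests of noise alone, of dim rows among the rows past the screen, of a shared replicate number and of the gap from medians were chosen only after the results were seen.

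Whether the rows past the screen go beyond noise was tested in several ways. Splitting the 4 arrays into 2 and 2 in the other ways gave 513 and 119 rows past the limma screen, both fewer than the 850 for control and MSCT. The real split is thus 1 of 3, and with 3 splits chance cannot be excluded this way. Noise alone, with no gene changed, is argued against by the intensity-dependent variance, with which 387 rows passed an adjusted p of 0.05 for control against MSCT. In each of the other splits 0 rows passed, which adds little. Each group of these splits mixes control and MSCT arrays, so any difference between them widens the spread and lowers the counts. In simulated arrays with no changed row, 351 rows on average passed the screen by limma and 105 by the methods' t-test, so a share of the 850 and of the 388 rows may be noise. The simulated arrays had the same variance prior at all intensities, unlike the real ones, so these counts are a rough guide only. Of the 850 rows, 70.9% lay in the lower 50% of rows by intensity, which is what noise of dim rows would give. Of the 388 rows, 21.1% lay in the dimmest 25% of rows and 35.3% in the next 25%. For rows in the upper 50%, noise of dim rows is argued against by the 247 rows that passed an adjusted p of 0.05 there. The 0 rows in each of the other splits add little, because their groups are mixed. Why no row passed over all rows by the default fit stays open. Simulated arrays with 200 changed rows gave 59.2 such rows on average, so 2 arrays per group can give them where that prior holds. The real spread depends on intensity, so the simulation cannot settle the cause here.

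The closeness of control replicate 2 to MSCT replicate 2 may come from noise of dim rows, since in the upper 50% of rows the control pair had the higher r (0.952 against 0.937). A batch or cage shared by arrays with the same replicate number is also open, because the differences between replicates 1 and 2 correlated across rows between the groups. No biological explanation was tested.

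The mast cell list was higher in the MSCT group (11 genes, median 1.03, 10 higher, camera adjusted p = 9.10e-05, fry adjusted p = 0.0462). Without Mcpt1 and Mcpt2 of Table 2, it was still higher (9 genes, median 1.00, 8 higher, camera p of 0.00195 and fry p of 0.0168, without adjustment). By camera with an estimated correlation, the p was 0.0844 without adjustment. More mast cells in the MSCT pieces may thus explain the rise of the proteases. Mcpt9 rose by 1.61 and Tpsg1 by 1.53, while Tpsab1 (-0.09) and Kit (0.18) did not differ, and 6 genes of the list were blank on all arrays. None of the 9 genes lies in the upper 50% of rows by intensity, so noise of dim rows, a higher output per cell and shared signal between proteases stay open.

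For Fabp1, Fabp2 and the other epithelial genes of Table 2, a tissue piece from another position along the gut cannot be told apart from an effect of the treatment. The small-intestine list without Fabp1 and Fabp2 did not pass by camera (20 genes, median 0.31, 14 higher, a p of 0.265 without adjustment) but did by fry (0.0435), and no posterior Hox gene was measured by name. A larger share of mucosa against muscle wall is argued against as the whole cause by the goblet and absorptive genes, whose means moved apart by 1.14 and whose medians, with each gene centered, by 0.78.

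The macrophage (median 0.91, camera adjusted p = 2.27e-05, C1qb, Tyrobp, Aif1, Cd68 and C1qa leading), plasma cell (0.88, 5.82e-04, Mzb1 and Fkbp11), erythroid (1.00, 0.00417, Hbb), neutrophil (0.69, 0.0268, Lcn2 and Slpi), fibroblast (0.54, 0.00383, Mmp2) and enteroendocrine lists (0.37, 0.0148, Gcg and Isl1) were higher in the MSCT group. The proliferation (median -0.41, adjusted p = 1.89e-04, Cdk1), neuron and glia (-0.38, 5.82e-04, Elavl4) and squamous lists (-0.52, 0.00459, Krt15) were lower. Of these, only plasma cell and proliferation also passed by fry (adjusted p = 0.0128 and 0.0462), and none passed with an estimated correlation. Without control replicate 2 the fibroblast and neutrophil lists did not pass (adjusted p = 0.363 and 0.128), and without control replicate 1 the enteroendocrine list did not (0.126). T cell (median 0.78, adjusted p = 0.0911), B cell (0.54, 0.161), small-intestine (0.41, 0.123), pancreas (0.24, 0.373), interferon (-0.20, 0.541), adipocyte (-0.04, 0.272) and intestinal stem cell lists (0.12, 0.958) did not pass, nor did the absorptive list, whose median (0.12) was above 0 and whose mean (-0.06) and test were below (adjusted p = 0.338). The lists share genes with tissue the colon holds anyway, and they do not show whether cell numbers or expression per cell differed. Because the labels and the paper differ on whether the control rats had IBD, the direction of the immune lists is given against the control arrays only.

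Whether the chips should be set beside the study's RT-PCR of IBD or of normal rats, and at which day, is not settled, so the values are given without a verdict. The paper reports lower Olfm4 by RT-PCR in MSCT rats than in IBD rats and no difference from normal rats, while the row taken as Olfm4 was 14.5-fold higher on the MSCT arrays, as in Table 2. It reports no change of Wnt5a at 14 days and less at 28 days, while the chips gave a difference of 0.97. It reports Fzd3 lower than in IBD and in normal rats, and the chips gave -0.18. Cyclin D is marked as lower than in both at 28 days and as different from neither at 14 days (Table 5), and the chips gave 0.42 for Ccnd1. For c-myc, higher at 14 days and lower at 28 days by RT-PCR, also against normal rats (Table 5), the chips gave 1.00 for Myc. GSK-3β, higher than in IBD rats and at the level of normal rats by RT-PCR, was at -0.29 on the chips. For APC, described as unchanged in the MSCT group but marked as lower than in normal rats at 14 days (Table 5), the chips gave 0.01. For β-catenin, lower than in IBD rats at 28 days and not marked as different from them at 14 days (Table 5), the chips gave -0.02 for Ctnnb1. The reference genes differed by 0.12 (Actb), -0.19 (Gapdh), 0.44 (Hprt1) and -0.17 (B2m), with limma p-values from 0.0757 to 0.549.

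Blank rows were not spread evenly. Of 9621 named genes with a row, 2658 (27.6%) were blank on all 4 arrays. In the canonical Wnt list 0 of 27 were blank (Fisher's exact test, p = 0.00782 adjusted over 27 lists), and in the pancreas list 11 of 17 (exact test, adjusted p = 0.0208). In the inflammatory list 22 of 54 were blank (adjusted p = 0.0887 by the exact test), among them Il1b, Il6, Tnf, S100a8 and Nos2, so the chips give no value for these genes in either group.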
